# Polymer Thin Film Promotes Tumor Spheroid Formation via JAK2-STAT3 Signaling Primed by Fibronectin-Integrin α5 and Sustained by LMO2-LDB1 Complex

**DOI:** 10.3390/biomedicines10112684

**Published:** 2022-10-24

**Authors:** Sunyoung Seo, Nayoung Hong, Junhyuk Song, Dohyeon Kim, Yoonjung Choi, Daeyoup Lee, Sangyong Jon, Hyunggee Kim

**Keywords:** cancer stem cells, polymer X, STAT3, reporter system, fibronectin, integrin, LMO2

## Abstract

Cancer stem-like cells (CSCs) are considered promising targets for anti-cancer therapy owing to their role in tumor progression. Extensive research is, therefore, being carried out on CSCs to identify potential targets for anti-cancer therapy. However, this requires the availability of patient-derived CSCs ex vivo, which remains restricted due to the low availability and diversity of CSCs. To address this limitation, a functional polymer thin-film (PTF) platform was invented to induce the transformation of cancer cells into tumorigenic spheroids. In this study, we demonstrated the functionality of a new PTF, polymer X, using a streamlined production process. Polymer X induced the formation of tumor spheroids with properties of CSCs, as revealed through the upregulated expression of CSC-related genes. Signal transducer and activator of transcription 3 (STAT3) phosphorylation in the cancer cells cultured on polymer X was upregulated by the fibronectin-integrin α5-Janus kinase 2 (JAK2) axis and maintained by the cytosolic LMO2/LBD1 complex. In addition, STAT3 signaling was critical in spheroid formation on polymer X. Our PTF platform allows the efficient generation of tumor spheroids from cancer cells, thereby overcoming the existing limitations of cancer research.

## 1. Introduction

With recent advances in cancer biology, significant improvements have been made in clinical diagnosis and cancer treatment. However, successful anti-cancer treatments remain restricted due to cancer recurrence, metastasis, and cell resistance towards therapeutics [1,2,3]. Recent studies have suggested that cancer stem-like cells (CSCs) are a subpopulation of cancer cells responsible for posing challenges to the complete surgical resection of tumors [4,5]. CSCs share several molecular and biological characteristics with normal stem cells [4,5]. However, multiple signaling pathways mediating the survival, proliferation, and differentiation of normal stem cells are aberrantly regulated in CSCs [4,6]. Notch, Wnt, Hedgehog, nuclear factor-κB (NF-κB), Janus kinase/signal transducers and activators of transcription (JAK/STAT), and tumor growth factor-β (TGF-β) signaling pathways play crucial roles in maintaining the population and characteristics of CSCs [4,6].

To identify potential targets for cancer therapy, the isolation and characterization of CSCs in primary tumors of patients are crucial. Thus, methods to isolate CSCs from primary tumors using cell surface markers or specific cell culture conditions have recently been developed [7,8,9]. For example, cellular surface markers such as CD24, CD44, CD133, epithelial cell adhesion molecule (EpCAM), leucine-rich-repeat-containing G-protein-coupled receptor 5 (LGR5), and CD117 have been used to isolate CSCs from cancer cells using fluorescence-activated cell sorting (FACS) and magnetic cell sorting [10,11,12,13]. In addition, serum-free culture conditions supplemented with various combinations of growth factors have been applied to enrich or maintain isolated CSCs from patients diagnosed with cancer [14,15,16].

Despite the current efforts, the use of patient-derived CSCs involves several limitations. First, the majority of human cancers harbor rare populations of CSCs (<1–2%) [17,18,19,20]. Second, CSC markers identified to date have not been fully established. Third, only a few CSCs express the identified CSC markers [21].

A functional polymer thin-film (PTF) platform was, therefore, developed to overcome these limitations [22]. Poly (2,4,6,8-tetravinyl-2,4,6,8-tetramethyl cyclotetrasiloxane), designated as pV4D4, induced the transformation of cancer cells to tumorigenic and drug-resistant CSCs [22]. Non-CSCs can dedifferentiate and acquire stem cell-like properties owing to their plasticity [23,24]. Several cellular signaling pathways, such as Wnt, TGF-β, and JAK-STAT, can drive cancer cell dedifferentiation and enhance stem cell-like properties [25,26,27].

In this study, we evaluated the functionality of a modified version of a previous PTF platform, pV4D4, which had issues with mass production. This version was designated as polymer X. In addition, we identified the cell-signaling mechanisms underlying tumor spheroid formation under polymer X culture conditions.

## 2. Materials and Methods

### 2.1. Cell Lines and Culture Condition

The human ovarian cancer cell line SKOV3 was purchased from the Korean Cell Line Bank. The cells were cultured and maintained in the Roswell Park Memorial Institute-1640 (RPMI-1640) medium (Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS) (HyClone, Logan, UT, USA), 1% penicillin/streptomycin (HyClone), and 25 mM HEPES (Gibco).

Human glioblastoma (GBM) cell lines A1207, LN18, LN229, T98G, and U87MG and the human cervical cancer cell line HeLa were purchased from the American Type Culture Collection (ATCC). These cell lines were cultured and maintained in Dulbecco’s modified Eagle’s medium (DMEM) with high glucose (4500 mg/L) (HyClone), supplemented with 10% FBS, 1% penicillin/streptomycin, 2 mM L-glutamine, and 50 µg/mL gentamicin (Tocris, Bristol, UK). All cells were incubated and maintained at 37 °C in a humidified 5% CO_2_ chamber.

### 2.2. Spheroid Formation on pV4D4 and Polymer X and Treatment of Inhibitors

Cells were seeded at a density of 2 × 10^6^ cells (100 mm dish) or 0.6 × 10^6^ cells (60 mm dish) on pV4D4-coated plates or polymer X-coated plates. RPMI-1640 or DMEM, as appropriate, containing 10% Knockout Serum Replacement (SR) (Gibco) 1% penicillin/streptomycin and 25 mM HEPES, was used as culture medium. For optimum spheroid growth, the culture medium was replaced every 2 days. Spheroids were dissociated with an accutase solution (Sigma-Aldrich, St. Louis, MO, USA) every 4 days to prevent cell death at the spheroid core.

The focal adhesion kinase (FAK) inhibitor 14, Y15 (7.5 μM) (Cat. #3414, Tocris) was used to inhibit integrin-mediated activation of FAK. JAK inhibitor I (1 μM) (Cat. #420099, Calbiochem, Ct, San Diego, CA, USA) and AG-490 (200 μM) (Cat. #0414, Tocris) was used to prevent the phosphorylation of JAK. Nifuroxazide (50–100 μM) (cat. #481984, Calbiochem) and S3I-201 (50 μM) (Cat. #S1155, Selleckchem, Houston, TX, USA) were used to prevent phosphorylation of STAT3.

### 2.3. Plasmids

For the reporter assay, transcription factor response elements (22 × TAT3 response element: 5′-TGCTTCCCGAACGT-3′, 5 × CSL response element: 5′-CCGTGGGAA-3′, 4 × Smad binding element: 5′-CAGACA-3′, 4 × TCF/LEF1 response element: 5′-ATCAAAGG-3′, 2 × NF-κB response element: 5′-GGGACTTTCCGCTGGGGACTTTCC-3′, 8 × GLI response element: 5′-GAACACCCA-3′) were cloned into the pLL-mCMV-EGFP-PGK-Blast vector.

### 2.4. Lentiviral Transduction and Gene Transfections

For lentivirus preparation, each reporter gene vector was transfected with second-generation lentiviral packaging plasmids, ∆8.9 and VSV-G, using the LipoJet transfection reagent (SignaGen Laboratories, Rockville, MD, USA) into an immortalized human kidney cell line, HEK293FT cells (ATCC). The pLL-mCMV-EGFP-PGK-Blast vector was used as a control. The transformed lentiviruses were harvested after 48 h post-transfection, incubated with the Lenti-X concentrator (Clontech Laboratories, Mountain View, CA, USA), and centrifuged. The cells were then infected with the transformed lentiviruses for 24 h in the presence of 6 μg/mL hexadimethrine bromide (Sigma-Aldrich) for 24 h.

Small-interfering RNAs (siRNAs) targeting *ITGA5*, *LDB1*, and *LMO2* were purchased from Sigma Aldrich. siRNAs targeting *FN1*, *JAK1*, and *JAK2* were designed using the siDirect version 2.0 software [28]. The ScreenFect™ A transfection reagent (Wako Pure Chemical, Osaka, Japan) was used for cellular transfection, according to the manufacturer’s instructions. The siRNA sequences are listed in Table S1.

### 2.5. Establishment of Reporter Gene-Introduced Cell Lines

SKOV3 cells were infected with lentiviruses containing each reporter gene vector and selected using blasticidin (Cayman Chemical, Ann Arbor, MI, USA). The cells were harvested and washed twice with 1× phosphate buffer saline (PBS). Cells were re-suspended in 1× PBS containing 1% FBS and analyzed using a flow cytometry system (BD FACSAria). Green fluorescent protein (GFP)-negative cells were sorted and used for subsequent experiments.

### 2.6. Immunocytochemistry/Immunofluorescence (ICC/IF)

Eight-day-cultured SKOV3 spheroids of 100~200 μm were fixed with 4% paraformaldehyde (PFA) (Sigma-Aldrich) for 30 min at room temperature and incubated in 15% sucrose followed by 30% sucrose in PBS overnight at 4 °C. Thereafter, spheroid samples were frozen embedded in the OCT compound (Leica, Wetzlar, Germany) in cryomolds and stored at −80 °C until use. Sample blocks were sliced into 10-μm-thick sections via the Cryostat (Leica) instrument. After rinsing with distilled water and blocking with 3% BSA/1× PBS, they were stained with rabbit anti-human fibronectin primary antibody (ab2413; Abcam) overnight at 4 °C, followed by Alexa Fluor^®^ 647 donkey anti-rabbit secondary antibody (ab150075; Abcam) for 1 h at room temperature. The sections were counterstained with Hoechst 33342 for 10 min and mounted with Mounting Medium (Dako, Santa Clara, CA, USA) for confocal (Carl Zeiss, Oberkochen, Germany) or fluorescent microscopy (Nikon, Minato City, Tokyo, Japan). Captured images were further processed and analyzed using ImageJ (https://imagej.nih.gov accessed on 8 June 2021), and average fluorescence (FL) intensity data were calculated for 5 spheroids and normalized to that of the ultra-low attachment (ULA) (Corning, Corning, NY, USA) spheroid control group.

### 2.7. RNA Extraction and Quantitative RT-PCR

Total RNA was extracted from cells using the QIAzol lysis reagent (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNase-free and DNase-treated RNA (1 µg) were used as a template to synthesize cDNA using the RevertAid First-Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA). Quantitative Reverse Transcription-PCR (qRT-PCR) analysis was performed on an iCycler IQ real-time detection system (Bio-Rad, Hercules, CA, USA) using IQ Supermix with SYBR Green (TaKaRa Bio, Shiga, Japan). Gene expression was quantified using the standard^2−∆∆Ct^ method as described previously [22,29]. The expression levels of the target genes were normalized to those of 18S rRNA. Primers used for qRT-PCR amplification are listed in Table S2.

### 2.8. Western Blot Analysis

For Western blots, whole-cell extracts were prepared using the radioimmunoprecipitation assay (RIPA) lysis buffer (LPS solution, Daejeon, Korea) comprised of 150 mM NaCl, 1% NP-40, 0.1% SDS, and 50 mM Tris (pH 7.4) containing 1 mM NaF, 1 mM Na_3_VO_4_, 1 mM ß-glycerophosphate, 2.5 mM sodium pyrophosphate, and protease inhibitor cocktail (Roche, Basel, Switzerland). Proteins were quantified using the Bradford assay reagent (Bio-Rad) according to the manufacturer’s instructions. Proteins (20–30 μg) were separated on 8–12% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting was performed as described above. The primary antibodies used were as follows: Anti-pSTAT3 (Y705) (1:500, 9145S; Cell Signaling Technology, Danvers, MA, USA), anti-STAT3 (1:1000, 4904S; Cell Signaling Technology), anti-fibronectin (1:500, ab6328; Abcam, Cambridge, UK), anti-integrin α5 (1:1000, ab150361; Abcam), anti-JAK1 (1:500, 50996S; Cell Signaling Technology), anti-JAK2 (1:1000, 3230S; Cell Signaling Technology), anti-GP130 (1:2000, ab226346; Abcam), anti-LDB1 (1:1000, ab96799; Abcam), anti-LMO2 (1:500, NB110-78626SS; Novus Biologicals, Littleton, CO, USA), and anti-α-tubulin (1:10,000, T6199; Sigma Aldrich). α-Tubulin was used as a loading control.

### 2.9. Reporter Gene Assay

GFP-negative cells were used for the reporter gene assay. Cells were seeded at a density of 6.0 × 10^5^ cells (6-well plate) or 2.0 × 10^6^ cells (100 mm plate) and allowed to form spheroids using the method described earlier. After 8 days of culture, the intensity of the GFP signal was measured using IncuCyte Zoom (Sartorius, Version; 2016 B).

### 2.10. In Silico Analysis

To investigate the differentially regulated cellular pathways between cells cultured on the tissue culture plate (TCP) and polymer X-coated plate, gene set enrichment analysis (GSEA) was performed using the MsigDB Hallmark gene signature (https://www.broadinstitute.org/gsea accessed on 15 February 2020) [30]. ClueGO, a Cytoscape plugin for the visualization of functionally organized gene ontology/pathway networks, was used to determine the enriched biological terms in spheroids cultured on polymer X-coated plates [31]. The GO analysis was repeated on a published expression dataset (GSE213872).

### 2.11. Quantification and Statistical Analysis

All experiments were performed at a minimum of three independent replicates. Data were analyzed using a two-tailed Student’s *t*-test and presented as mean ± standard error of the mean (SEM). The level of statistical significance stated in the text was based on the *p*-values. a: *p* < 0.05; b: *p* < 0.01; and c: *p* < 0.001 were considered statistically significant.

## 3. Results

### 3.1. Polymer X Allowed Formation of Uniform Spheroids and Activated Cellular STAT3 Signaling

To verify the utility of polymer X for the enrichment of tumor spheroids (Figure 1A), we investigated the functionality of polymer X employing an established cancer cell line (Figure 1B). The human ovarian cancer cell line SKOV3 was seeded on a tissue culture plate (TCP) or a polymer X-coated plate. After 8 days of culture, SKOV3 cells formed tumor spheroids on polymer X without additional supplementary factors, but not on TCP (Figure 1B).

CSCs can self-renew and form spheres in serum-free culture. Sphere-forming ability is one of the indicators of the stem cell-like properties of cancer cells [32,33,34]. Thus, we verified the expression of phenotypic markers of CSCs on spheroids cultured on TCP and polymer X-coated plates (Figure 1C). The cellular mRNA expression of *LGR5*, *CD44*, sex-determining region Y-box 2 (*SOX2*), *NANOG*, Aldehyde dehydrogenase 1 (*ALDH1A1*), *CD117*, and *EpCAM* was upregulated in polymer X-cultured spheroids relative to TCP-cultured cells. Thus, cells culturing on polymer X induced the formation of tumor spheroids, which expressed CSC-associated genes.

To investigate the signaling pathways that contributed to CSC-associated marker upregulation in polymer X-induced spheroids, we constructed a reporter gene assay system (Figure 1D). Reporter system vectors contain promoter elements responsible for Notch, Wnt, Hedgehog, NF-κB, STAT3, and TGF-β signaling pathways. The activation of each signaling pathway was identified using GFP expression. Reporter system-introduced SKOV3 cells were cultured on polymer X for 8 days (Figure 1E). Interestingly, the GFP signal was observed in the tumor spheroids introduced with the STAT3 reporter system. In addition, GSEA showed that STAT3 signaling was more enriched in spheroids cultured on polymer X as compared to those cultured on TCP (Figure 1F).

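The RNA-seq data came from SKOV3, an established human ovarian cancer cell line. The sample labels give 2 libraries of cells on TCP, placed at day 0, and 2 libraries of tumor spheroids cultured on polymer X, placed at day 8. The statistics section of the paper gives a minimum of 3 independent replicates for all experiments. In its methods, SKOV3 cells were maintained with fetal bovine serum and spheroids were cultured with serum replacement. The labels give 1 protocol with serum replacement for all 4 libraries. Substrate and culture time changed together between the groups, and the medium of the TCP libraries is uncertain. The authors deposited FPKM values, that is, sequenced tags scaled to the length of the transcript and to the number of tags of the library, for 50078 RefSeq transcripts of the hg19 build. They counted tags on exons with HOMER without regard to strand, so genes that overlap on opposite strands share tags. Transcripts of the same gene also share tags. The smallest steps between values put the number of tags at 38402000 and 44917000 for TCP replicates 1 and 2, and at 40025000 and 40689000 for polymer X replicates 1 and 2. For each of the 19475 gene symbols, the transcript with the highest mean over the 4 libraries was used. The 11964 genes with an FPKM of at least 1 in at least 2 libraries were tested on log2(FPKM + 1) with limma, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM. Across the tested genes, the correlation between replicates was 0.998 on TCP and 0.997 on polymer X, against 0.854 to 0.862 between conditions. The replicates differed on average by more than the counting error, with a mean chi-square per gene of 5.45 on TCP and 6.16 on polymer X, or 2.73 and 3.08 if tags came in pairs. With tags taken as pairs, the difference passed the 5% limit of counting error for 15.6% of genes on TCP and 19.4% on polymer X. Most genes thus lay within it. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so each adjusted p rests on the spread that limma shares across genes.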

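The paper used the MSigDB Hallmark signature for IL6-JAK-STAT3 signaling. The MSigDB lists were not used here, and a list of 87 genes was written out from general knowledge of that signature. Of these, 59 genes were tested, and 39 of them rose on polymer X while 20 fell. Their median log2 fold change was 0.26, with a replicate SD of 0.03 for the list, and it was also 0.26 with the 2 genes at the floor of detection in a condition set to their lower bound. Ranked by the moderated statistic of limma, the list had an enrichment score of 0.380 and a normalized enrichment score of 1.42 toward polymer X (permutation of genes, 10000 permutations, p = 0.040, or 0.080 after adjustment over 14 lists). Permuting genes takes no account of the correlation between them. The camera test of limma, which presets that correlation at 0.01, gave an adjusted p of 0.054 over the 14 lists. With the correlation estimated from the 4 libraries, which leaves little power at 2 libraries per condition, the adjusted p was 0.851. Under the self-contained fry test it was 0.013. That test asks whether the members changed at all, not whether they changed more than other genes. At an adjusted p under 0.05, 12 of the 14 lists passed it, and 9689 of the 11964 tested genes changed in limma. It thus does not show an enrichment of this list. The score moved most when the ranks were not weighted, to 1.81 (permutation p = 0.016), and was lowest over the genes with a mean FPKM of at least 5, at 1.09 (permutation p = 0.308). Of the 59 genes, 12 were higher on polymer X and 7 were lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and the counts adjusted over the list alone were also 12 and 7. On the scale of log2(FPKM + 1), the largest rise was that of EBI3 (NM_005755, chromosome 19, 4229540 to 4237524), from an FPKM of 0.138 in both TCP libraries to 5.61 ± 0.556 (SD, n = 2) on polymer X, a log2 fold change of 2.54. CD36 lay at or under 3 tags in both TCP libraries and was at least 81.1-fold higher on polymer X. It rose more than EBI3 with a pseudocount of 0.1 and with the transcripts summed, and IRF9 did so under quantile normalization. IRF9, IL1B and STAT2 rose with log2 fold changes of 2.12, 1.94 and 1.85. The largest fall on that scale was that of IL6 (NM_001318095, chromosome 7, 22766761 to 22771621), from 66.3 ± 1.40 FPKM (SD, n = 2) to 6.34 ± 0.620 (SD, n = 2), a log2 fold change of -3.20 (standard error 0.07, adjusted p = 1.2e-09 from limma). CXCL1, TNFRSF12A, CXCL3 and CSF2 followed with log2 fold changes of -2.06, -1.85, -1.39 and -1.32. That of CSF2 lay between -1.65 and -0.98 with each library left out in turn. The values of CXCL1 and CXCL3 are uncertain, since these paralogs share sequence. STAT3 itself had a log2 fold change of 0.25 (standard error 0.05, adjusted p = 0.0019 from limma). The paper gives the enrichment in Fig. 1F in addition to the GFP signal of the STAT3 reporter, and from its results taken collectively it concludes that polymer X activated STAT3 signaling.

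**Figure D1:**
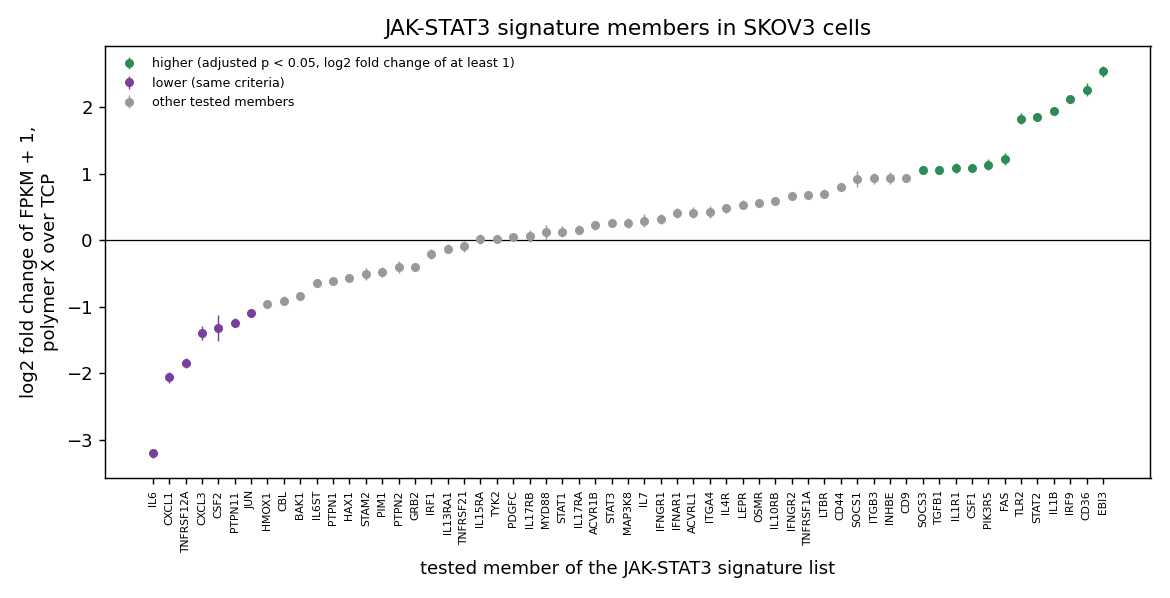
Log2 fold change of FPKM + 1 between polymer X and TCP for each of the 59 tested genes of the JAK-STAT3 signature list, in ascending order, with the standard error from limma as bars. Green points are the 12 genes that were higher and purple points the 7 that were lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, from IL6 at -3.20 to EBI3 at 2.54.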

STAT3 has two important phosphorylation sites, Tyr705 phosphorylated by JAK, and Ser727 phosphorylated by serine/threonine kinase [35]. Phosphorylation of Tyr705 is critical for the nuclear translocation of STAT3, therefore regulating STAT3 signal activation. Therefore, we performed Western blotting to investigate the phosphorylation status of STAT3 in cells cultured on polymer X including previously used pV4D4 (Figure 1G, Figure S1. During spheroid culturing on polymer X, the cells were harvested every 24 h for a total culturing period of 8 days to observe STAT3 phosphorylation (pY705-STAT3; p-STAT3) over time. An upregulation of p-STAT3 was observed at 24 h of culture. Additionally, mRNA expression of target genes of the STAT3 signaling pathway, interleukin-6 (*IL-6*), early growth response protein 1 (*EGR1*), p21-activated kinase 2 (*PAK2*), and prostaglandin-endoperoxide synthase 1 (*PTGS1*) was analyzed (Figure 1H). Upregulation in the cellular expression of *EGR1* and *PTGS1* was observed, which was in agreement with the activation of the protein STAT3. Collectively, polymer X induced tumor spheroid formation ability and STAT3 signaling activation in the candidate cancer cells.

### 3.2. Initial Activation of STAT3 Signaling Was Induced by Fibronectin-JAK2 Axis

IL-6 is a well-known canonical STAT3 signaling inducer [35]. Interestingly, while STAT3 activation was observed for cells cultured on polymer X, the mRNA expression of *IL-6* in these cells decreased (Figure 1H). Therefore, to identify alternative mechanisms inducing STAT3 activation in these cells, gene ontology (GO) analysis using the Cytoscape software add-on ClueGO plugin was conducted on differentially expressed genes (DEGs) that were upregulated in polymer X-cultured spheroids and the results were compared to those for the TCP-cultured cells (Figure 2A). 

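Between the 2 polymer X and the 2 TCP libraries, 1285 genes were higher and 1131 were lower on polymer X at an adjusted p under 0.05 from limma and an absolute log2 fold change of at least 1. The fold change minimum moved these counts most. Without it, 4477 genes were higher and 5212 lower, 9689 of the 11964 tested, since the median standard error was 0.07 on the log2 scale. At a log2 fold change of at least 2, 281 genes were higher and 150 were lower. The median log2 fold change over all tested genes was -0.06. The values of both polymer X libraries lay on one side of both TCP libraries for 90.4% of the tested genes, where chance gives 33.3%. On the scale of log2(FPKM + 1), the largest rise was that of PPP1R1B (NM_001242464, chromosome 17, 37784751 to 37792878), from an FPKM of 0.926 ± 0.127 (SD, n = 2) on TCP to 200 ± 15.8 (SD, n = 2) on polymer X, a log2 fold change of 6.71 (standard error 0.07, adjusted p = 5.9e-11 from limma). IFITM1, CXCR4, ANGPTL4 and IFI27 followed with log2 fold changes of 6.14, 5.71, 5.67 and 5.61. With a pseudocount of 0.1, IFITM1 rose more than PPP1R1B. The value of IFITM1 is uncertain, since it shares sequence with its paralogs. THBS1 (NM_003246, chromosome 15, 39873280 to 39891121) fell most on that scale, from 120 ± 5.18 FPKM (SD, n = 2) to 0.693 ± 0.103 (SD, n = 2), a log2 fold change of -6.16 (standard error 0.07, adjusted p = 5.9e-11 from limma). After it came CTGF, CYR61, ADAMTS1 and DKK1 with log2 fold changes of -4.86, -4.78, -4.64 and -4.16.

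**Figure D2:**
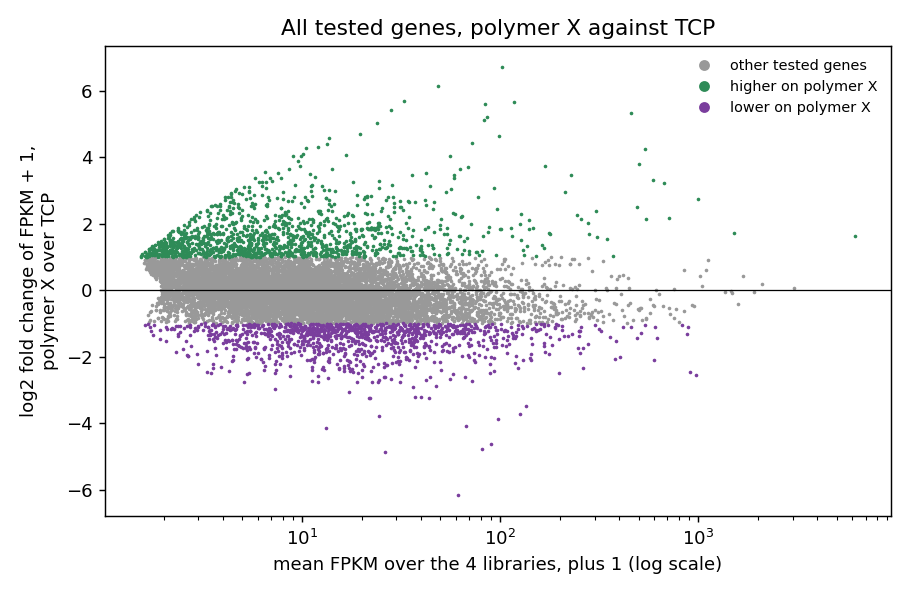
Log2 fold change of FPKM + 1 between polymer X and TCP against the mean FPKM over the 4 libraries plus 1, on a log axis, with a point for each of the 11964 tested genes. Green points are the 1285 genes higher on polymer X, purple points the 1131 genes lower, and grey points the other tested genes.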

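The GO annotation was not used here, and each of the 4 groups of terms shown in Fig. 2A was represented by a list of gene symbols written from general knowledge. Of the 119 tested genes of the extracellular matrix list (structural matrix proteins, matrix-modifying enzymes and integrins), 47 were among the genes higher on polymer X. This was 39.5%, against 10.5% of the other tested genes, an odds ratio of 5.59 (95% confidence interval 3.77 to 8.23, one-sided Fisher's exact test, adjusted p = 4.1e-16 over the 4 lists). The interferon alpha/beta signaling list had the highest odds ratio of the 4, 12.9 (6.99 to 24.5, adjusted p = 3.6e-16), with 29 of its 48 tested genes higher. The odds ratio was 2.93 (1.47 to 5.52, adjusted p = 0.0014) for the neuron projection guidance list, with 14 of 54 genes higher, and 2.19 (1.32 to 3.52, adjusted p = 0.0014) for the inorganic cation transporters list, with 23 of 111. Genes in a list are not independent, and Fisher's exact test takes no account of this. Under the alternatives, the odds ratio of the extracellular matrix list moved most with the fold change minimum, from 2.88 without one to 9.54 at a log2 fold change of at least 2. With no filter on low values, the odds ratio of the inorganic cation transporters list was 1.22 (adjusted p = 0.214). At the higher minimum it was 1.56 (adjusted p = 0.264), and that of the neuron projection guidance list was 3.36 (adjusted p = 0.050). Over the alternatives, the adjusted p ranged from 1.7e-06 to 0.264 for the former list and from 2.2e-05 to 0.050 for the latter. FN1, which encodes fibronectin (NM_001306131, chromosome 2, 216225163 to 216300793), rose from an FPKM of 258 ± 6.89 (SD, n = 2) on TCP to 1168 ± 1.49 (SD, n = 2) on polymer X, a log2 fold change of 2.17 (standard error 0.07, adjusted p = 5.6e-09 from limma). Over the 10 FN1 transcripts listed, the log2 fold change lay between 1.44 and 2.18. On the scale of log2(FPKM + 1), on which the genes of each list are ranked here, the largest rise in the extracellular matrix list was that of MMP1 (NM_001145938, chromosome 11, 102660641 to 102668966), from 21.3 ± 1.80 FPKM (SD, n = 2) to 893 ± 7.43 (SD, n = 2). COL6A1, LUM, MMP7 and ITGB4 followed with log2 fold changes of 4.42, 4.31, 3.54 and 3.49. Among these genes, LUM and MMP7 rose more than MMP1 with a pseudocount of 0.1. Members of the list with low FPKM that are not named here can also pass MMP1 at that pseudocount. This list also held 12 genes that were lower on polymer X, with THBS1 and ADAMTS1 first, followed by ADAMTS5, COL4A1 and MFAP5 at log2 fold changes of -2.09, -1.71 and -1.56. In the neuron projection guidance list, RTN4RL2, SEMA3B, PLXNA3, SEMA3A and UNC5B rose most, with log2 fold changes between 1.88 and 3.01. SEMA7A, EPHA2, DPYSL3, DPYSL5 and EFNB2 fell most, with log2 fold changes between -2.17 and -1.37. ITPR1, SLC12A8, TPCN1, ORAI3 and CACNB1 were the inorganic cation transporters with the largest rises, between 1.61 and 2.70 on the log2 scale, and TRPM2 and SLC4A8 were lower, at -1.33 and -1.07. Without polymer X replicate 1, the value of SLC4A8 was -0.85. In the interferon alpha/beta signaling list, IFI6, OAS1 and ISG20 came after IFITM1 and IFI27 with log2 fold changes of 4.64, 4.39 and 3.37, and PTPN11, at -1.24, was the 1 gene that was lower.

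**Figure D3:**
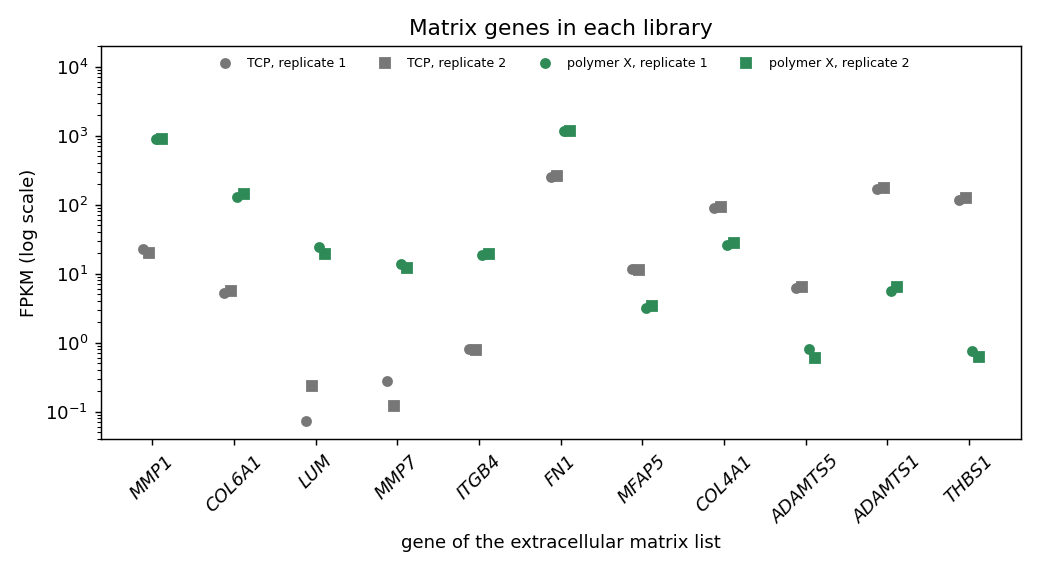
FPKM of FN1 and of the 5 genes of the extracellular matrix list with the largest rises and the 5 with the largest falls of log2(FPKM + 1), on a log axis, with a point for each library (grey for TCP, green for polymer X, circles for replicate 1 and squares for replicate 2). For each gene both polymer X libraries lie on one side of both TCP libraries.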

The extracellular matrix (ECM)-related ontology was enriched in the tumor spheroids obtained using polymer X. This observation was in agreement with the findings of a previous study (Figure 2A) [22]. Compared to the tumor spheroids cultured on an ultra-low attachment (ULA) plate, a large amount of ECM was enriched inside those cultured on polymer X (Figure 2B). Additionally, immunofluorescence (IF) staining revealed high expression of fibronectin 1 (FN1) on the tumor spheroids cultured on polymer X (Figure 2B).

Fibronectin has been reported to mediate STAT3 activation [36,37]. Therefore, we cultured cells on polymer X and investigated the levels of cellular proteins associated with the fibronectin and STAT3-signaling pathway (Figure 2C). The protein level of FN1 in these cells increased from day 1 of THE culture and this increase was maintained for 8 days. siRNA-mediated *FN1* knockdown during the culture period caused a reduction in the levels of STAT3-related proteins on days 4 and 8 (Figure 2D). In addition, based on the fluorescence intensity measured using the IncuCyte system, *FN1* knockdown compromised the spheroid forming ability of the cells cultured on polymer X. Accordingly, the intensity of GFP indicated that the STAT3 reporter activity also reduced (Figure 2E).

Fibronectin binds to integrin and activates focal adhesion kinase (FAK) and SRC [38,39]. As a result, FAK and SRC mediate the outside-in signal transduction [40]. To verify whether the phosphorylation of STAT3 was mediated by the activation of FAK-SRC-mediated signaling, FAK inhibitor 14 was added during the polymer X culture condition, and the levels of STAT3-related proteins were analyzed (Figure S2A). The results showed that while the level of p-SRC decreased, that of p-STAT3 remained unchanged. We therefore hypothesized that canonical integrin-FAK signaling was not a mediator of STAT3 activation in cells cultured on polymer X [36,37].

Additionally, although the levels of STAT3-related proteins revealed maximum reduction on day 8 of the culture, the JAK2 level decreased significantly on day 4 (Figure 2C). JAK transmits an upstream ligand-receptor signal to STAT3 by phosphorylating the Tyr705 residue of STAT3. Several previous studies showed that STAT3 can be activated by integrin via JAK2 [36,41]. To determine whether phosphorylation of STAT3 can be mediated via activation of the fibronectin-JAK2 axis, we knocked down *JAK2* using siRNA and analyzed the levels of STAT3-related proteins. The levels of STAT3-related proteins decreased on day 4 of the culture. This observation was in agreement with that recorded for *FN1* knockdown in cells (Figure 2D). Additionally, the results displayed that the levels of STAT3-related proteins and tumor spheroid formation decreased when cultured on polymer X supplemented with JAK inhibitor I (Figure S2B,C). In contrast to JAK2, JAK1 is not affected by fibronectin but is related to the STAT3 signaling pathway. To evaluate the effect of JAK1 on the activation of STAT3-related proteins, we knocked down *JAK1* using siRNA (Figure S2D). As a result, the level of STAT3-related proteins decreased to some extent but did not show any significant changes compared to that observed as a result of the *JAK2* knockdown. Therefore, we concluded that early phosphorylation of STAT3 could be mediated by fibronectin-activated JAK2.

In addition, as fibronectin generally regulates cells through integrin receptors, we examined whether integrin signaling was involved in the activation of JAK2 via fibronectin [42,43]. Since integrin α5β1 is a major receptor of fibronectin, we knocked down integrin subunit alpha 5 (*ITGA5*) in the SKOV3 cells using siRNA and identified the levels of STAT3-related proteins. The levels of all STAT3-related proteins, including JAK2, decreased when compared to cells transfected with non-target siRNA (Figure 2G). Therefore, we concluded that the tumor spheroids cultured on polymer X were activated by the fibronectin-integrin-JAK2-STAT3 signaling axis.

### 3.3. Long-Term Activation of STAT3 Signaling via LMO2-LDB1 Complex

In our study, polymer X-cultured cells displayed fibronectin expression that increased from day 1 with the phosphorylation of STAT3, whereas the expression levels of JAK2 were increased from day 1, but gradually decreased over time.

Therefore, we hypothesized that there may be other factors that render p-STAT3 continuously active. According to our previous study, the phosphorylation of STAT3 can be induced by the cytoplasmic LMO2-LDB1 complex [44]. For cells cultured on polymer X, the levels of LMO2 and LDB1 gradually increased from the time of culture until day 8 (Figure 3A).

Unlike the observations recorded post-*FN1* knockdown, the knockdown of *LMO2* did not cause a reduction in the levels of STAT3-related proteins on day 4 of the culture. This observation was accompanied by an insignificant change in the LMO2 level on day 4 of culture. In contrast, the level of LMO2 significantly increased on day 8. Hence, it was not surprising to observe a significant decrease in the levels of STAT3-related proteins on day 8 as a result of *LMO2* knockdown (Figure 3B). Similar results were observed on *LDB1* knockdown (Figure 3C). In addition, *LMO2* or *LDB1* knockdown caused significant reductions in GFP intensity and the spheroid-forming ability of the cells (Figure 3D). Taken together, these results indicated that STAT3 activation and tumor spheroid formation were sustained by LMO2 and LDB1.

### 3.4. Polymer X-Induced Tumor Spheroids Acquired Cancer Stem-Like Properties via STAT3 Signaling

To examine the significance of upstream genes involved in STAT3 activation regulating properties of tumor spheroids, we knocked down *FN1*, *ITGA5*, *JAK1*, *JAK2*, *LDB1*, and *LMO2* from the cells. As a result, the mRNA expression of the CSC-associated genes was significantly decreased (Figure 4A). Since early STAT3 activation was regulated by fibronectin-JAK2, and its long-term activation was maintained by the cytoplasmic LMO2-LDB1 complex, phosphorylation of STAT3 on the cells cultured on polymer X might play an important role in regulating cancer stem-like properties in these cells.

We also performed direct STAT3 inhibition to examine its effects on the CSC properties of the candidate cells. The results showed that tumor spheroid formation and the expression of CSC-related genes decreased, even when cultured on polymer X supplemented with inhibitors. We confirmed that various p-STAT3 inhibitors decreased the levels of p-STAT3 in the cells cultured on polymer X (Figure 4B,C), therefore reducing the spheroid-forming ability of these cells (Figure 4D). In addition, the mRNA expression of both STAT3 target genes and CSC-related genes notably decreased (Figure 4E,F).

Moreover, when tumor spheroids cultured on polymer X were transferred to TCP, the levels of STAT3-related proteins, in particular, LMO2 and LDB1, decreased on day 2 of the transfer (Figure 4G). Subsequently, the mRNA expression of CSC-associated markers also markedly decreased (Figure 4H). Collectively, these results indicated that the STAT3 signaling pathway played an important role in the activation of cancer stemness in cancer cells grown on polymer X.

### 3.5. General Application of Polymer X Using Various Cancer Cell Lines

To determine the application of polymer X to other cancer cell lines, human GBM cell lines A1207, LN18, U87MG, LN229, and T98G and the human cervical cancer cell line HeLa were cultured on polymer X and tested for their tumor spheroid formation ability. Similar to the SKOV3 cells, polymer X-cultured GBM cells and HeLa cells formed better spheroids as compared to those cultured on TCP (Figure 5A). In addition, we attempted to determine whether the formation of tumor spheroids was mediated by the activated STAT3 signaling pathway in the cells cultured on polymer X. In line with SKOV3 ovarian cancer cells, STAT3 signaling was also activated in tumor spheroids formed by the various GBM cells and HeLa cells cultured on polymer X (Figure 5B–D). Therefore, the formation of tumor spheroids and STAT3 signaling activation may be a general phenomenon in polymer X-based cell cultures.

Taken together, culturing established cancer cell lines on polymer X would be of great help in the study of cancer biology. In addition, it allows the use of tumor spheroids that exhibit cellular physiological conditions similar to those present in tumors in vivo.

## 4. Discussion

In this study, we elucidated that when cultured on the newly revised PTF platform, polymer X, the STAT3 signaling pathway was activated to obtain CSC-like properties in tumor cells. In particular, the STAT3 signaling pathway, which was activated through the fibronectin-JAK2 axis, was continuously maintained by the cytoplasmic LMO2-LDB1 complex when cultured on polymer X.

CSCs have been identified as one of the predominant causes of inducing therapeutic resistance in cancer cells. The importance of cells with cancer stem-like properties has been, therefore, constantly emerging among researchers [5,45,46,47]. Despite the significance of CSCs, the low availability of patient-derived CSC populations makes it difficult to apply them to research on cancer biology and the discovery of therapeutic targets [5,45]. In addition, the commonly used TCP enriched with various supplements is not sufficient to maintain the original characteristics of CSCs derived from patients [48,49]. To overcome these limitations, in this study, we proposed PTF-coated plates that can be utilized as a useful platform to obtain cancer stem-like populations. These plates provide an efficient and convenient platform to re-acquire cancer stem-like characteristics from differentiated cancer cells without any additional modulation.

Although our study failed to extensively investigate the mechanism of STAT3 activation via the fibronectin-JAK2 signaling pathway during the early time point, we considered that one plausible reason for STAT3 activation might be due to cellular stress during low cell attachment to the surface of polymer X. Another possible cause might be mechanotransduction, which includes the concept that enriched ECM molecules can be converted to biochemical signals that provoke adaptive transcriptional and other cellular responses [50,51]. Fibronectin is one of the most common ECM components and is a well-known regulator of mechanotransduction signaling due to the conformational flexibility of its complex [52,53,54]. Cancer cells are more likely to sense and respond to their physical contact with ECM and the neighboring cells, which improves the cell cycle, epithelial-hepatic metastasis, and cellular motility [52,55]. Changes in the enrichment of ECM proteins modulate the physical environment and forces exerted on the cell and are transmitted to the nucleus, eliciting biochemical and transcriptional responses in cells [50,51,56]. Interestingly, in our study, fibronectin was highly enriched in tumor spheroids obtained by culturing cells on polymer X (Figure 2B). It is noteworthy that when cultured on polymer X, the cells did not attach very well to the bottom surface, similar to a ULA plate. In our previous study, tumor spheroid formation was compared between pV4D4 and ULA [22]. Both plates did not allow efficient cell attachment to the bottom of the plate. However, compared to ULA, PTF-coated plates provided enriched ECM, therefore allowing cancer cells to form uniformly sized tumor spheroids. These results were consistent with the results of the RNA sequencing analysis reported in one of our previous studies [22].

We also demonstrated the role of the activated STAT3 signaling pathway in mediating tumor spheroid formation by cells cultured on polymer X. Many studies have shown that differentiated cancer cells can acquire cancer stem-like features by de-differentiation via various genetic alterations and disruption of their epigenetic status [25,26,57,58]. Thus, the phenotypic changes in the tumor spheroids obtained by culturing differentiated cancer cells, including established cancer cell lines on polymer X, may explain the serial de-differentiation processes. Research on the biological and molecular mechanisms of the cellular acquisition of stem-like properties is essential to understanding the phenotypic changes induced by polymer X. While adequate information on additional phenotypic changes in tumor spheroids obtained from the actual polymer X is also required, our results provide preliminary mechanistic insights into phenotypic changes in cancer cells induced by polymer X.

According to our previous study, the cytoplasmic LMO2-LDB1 complex enhanced STAT3 activity to maintain CSC characteristics in cancer cells [44]. However, culturing cells on polymer X cannot clearly explain how the protein level of LMO2 gradually increased with time, or how the STAT3 signaling pathway was maintained by the LMO2-LDB1 complex. In our study, the knockdown of *JAK2* and *ITGA5*, including fibronectin (upstream factors involved in the initial tumor spheroid formation) mediated significant reductions in the levels of LMO2 and LDB1 (Figure S3A–C). This finding might be attributed to a feedback loop system, which can be described in two ways: A biological phenomenon in which the output either amplifies (positive feedback) or inhibits (negative feedback) the system [59,60]. Accordingly, we assumed that after p-STAT3 signaling was activated, the cytoplasmic LMO2-LDB1 complex was formed as a result of the increased level of LMO2 through positive feedback to maintain the cancer stem-like properties of the cancer cells. Taken together, we revealed that tumor spheroids obtained using our newly designed polymer X culture platform acquired cancer stem-like characteristics as revealed through the activated STAT3 signaling pathway, which was initially mediated via the fibronectin-JAK2 axis and the subsequent maintenance of the increased level of p-STAT3 by the LMO2-LDB1 complex.

In conclusion, polymer X can be used as a platform for identifying and targeting various characteristics of CSCs and establishing potential multi-directional anti-cancer therapeutic approaches. Therefore, further studies on the application of polymer X for culturing not only established cancer cell lines but also patient-derived cancer cells would shed light on advances in cancer biology.

## Figures and Tables

**Figure 1:**
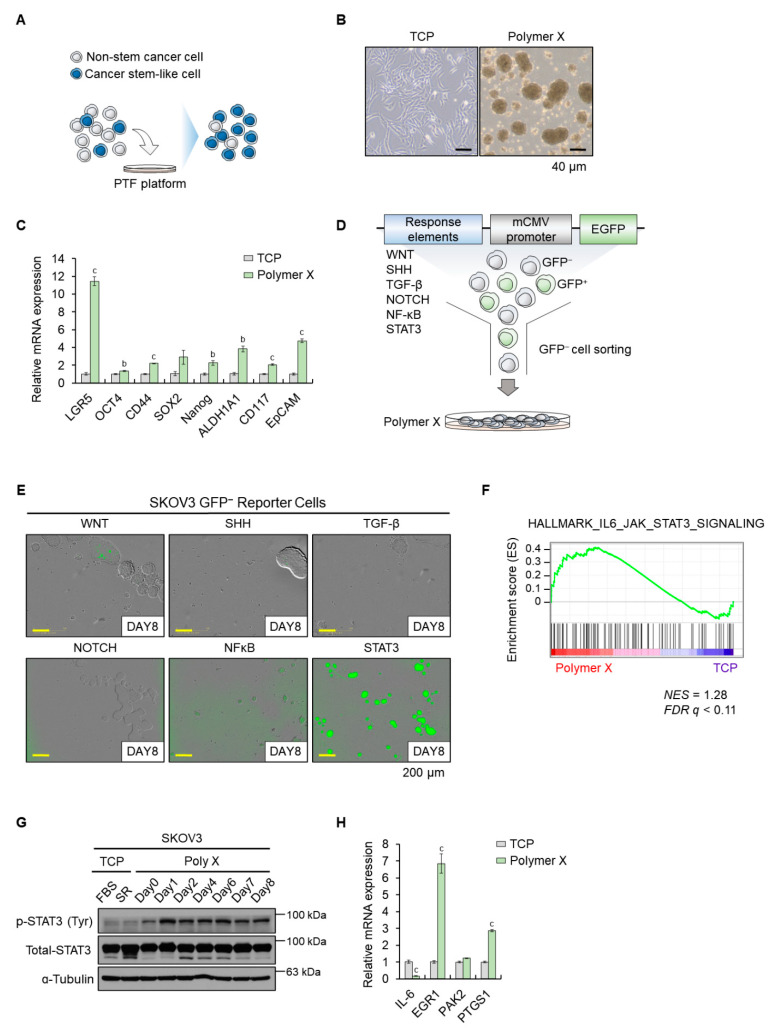
Acquisition of sphere formation ability and stemness signaling in the SKOV3 cells grown under polymer X culture condition. (**A**) Schematic illustration indicating the formation of tumor spheroid on polymer X. (**B**) Morphologies of SKOV3 cancer cells when cultured on TCP or polymer X for 8 days (d). Scale bar, 40 μm. (**C**) The mRNA levels of each indicated gene compared between cells cultured on TCP versus polymer X, as determined by real-time PCR. Data are expressed as mean ± SEM. Two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). b: *p* < 0.01; c: *p* < 0.001. (**D**) A schematic diagram showing GFP-negative population in cells cultured on polymer X and sorted by establishing a reporter system. (**E**) Image obtained by culturing each GFP-negative cell line transduced with each reporter system vector as indicated on polymer X for 8 days using IncuCyte system. Scale bar, 200 μm. (**F**) Gene set enrichment analysis (GSEA) displayed JAK-STAT3 signaling signature enrichment in SKOV3 cancer cells cultured on polymer X. (**G**) Cell lysates from SKOV3 cancer cells cultured on TCP or polymer X by date were immunoblotted with antibodies specific to pY705-STAT3 (p-STAT3), total STAT3, and α-tubulin. (**H**) The mRNA levels of the STAT3 target genes compared between cells cultured on TCP versus polymer X, as determined by real-time PCR. Data are expressed as mean ± SEM. Two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). c: *p* < 0.001.

**Figure 2:**
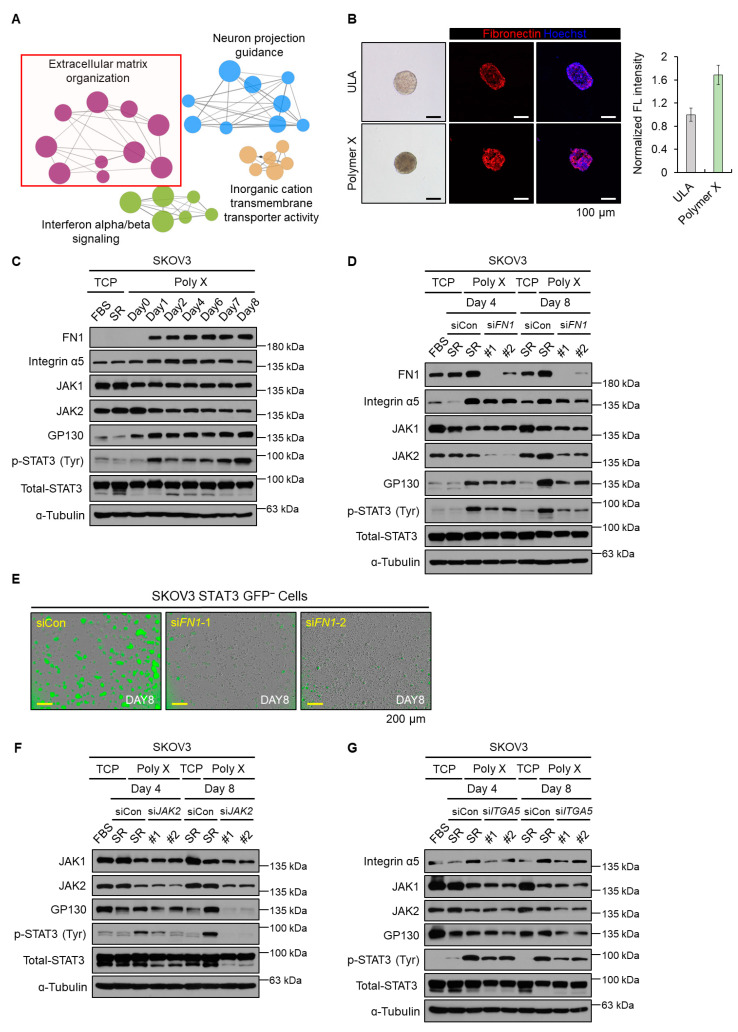
Initial activation of STAT3 signaling was induced by fibronectin-JAK2 axis. (**A**) Functional network analysis of Gene Ontology (GO). Significantly enriched GO terms were visualized using the Cytoscape software add-on ClueGO plugin. The Benjamini–Hochberg false discovery rate was used to analyze statistical significance. Each node represents a significantly enriched GO term. (**B**) Image obtained by SKOV3 cancer cells cultured on polymer X or ULA for 8 days, and representative image displaying IF representing fibronectin expression in 8 days of SKOV3-derived tumor spheroids cultured on polymer X or ULA. Scale bar, 100 μm. (**C**) Cell lysates from SKOV3 cancer cells cultured on polymer X by date were immunoblotted with antibodies specific to FN1, integrin ɑ5, JAK1, JAK2, GP130, p-STAT3, total STAT3, and α-tubulin. (**D**) Cell lysates from SKOV3 cancer cells transfected with either non-target siRNA or si*FN1* cultured on polymer X on days 4 and 8 were immunoblotted with antibodies specific to FN1, integrin ɑ5, JAK1, JAK2, GP130, p-STAT3, total STAT3, and α-tubulin. (**E**) Image obtained by culturing STAT3 GFP-negative cell line transfected with either non-target siRNA or si*FN1*, cultured on polymer X for 8 days using IncuCyte system. Scale bar, 200 μm. (**F**) Cell lysates from SKOV3 cancer cells transfected with either non-target siRNA or si*JAK2*, cultured on polymer X on days 4 and 8, were immunoblotted with antibodies specific to JAK1, JAK2, GP130, p-STAT3, total STAT3, and α-tubulin. (**G**) Cell lysates from SKOV3 cancer cells transfected with either non-target siRNA or si*ITGA5*, cultured on TCP or polymer X on days 4 and 8, were immunoblotted with antibodies specific to integrin ɑ5, JAK1, JAK2, GP130, p-STAT3, total STAT3, and α-tubulin.

**Figure 3:**
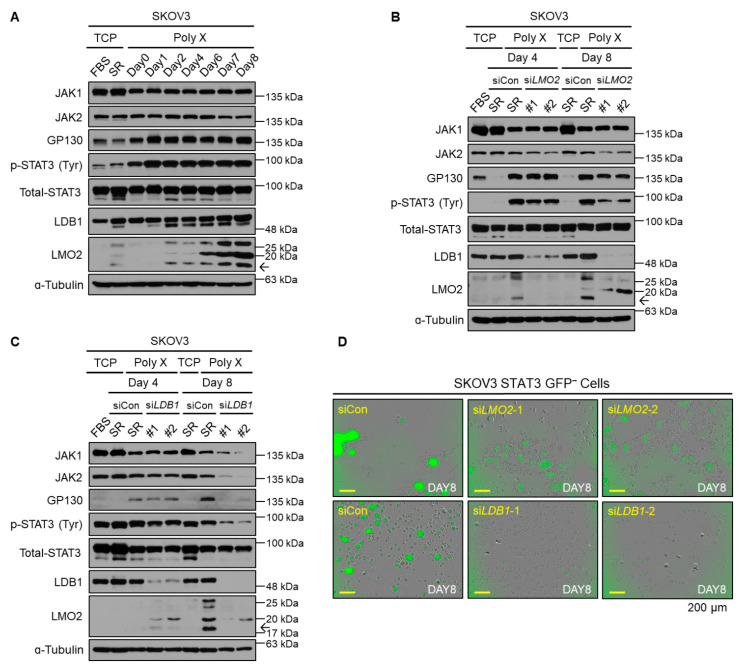
Long-term activation of STAT3 signaling via LMO2-LDB1 complex. (**A**) Cell lysates from SKOV3 cancer cells cultured on polymer X by date were immunoblotted with antibodies specific to JAK1, JAK2, GP130, p-STAT3, total STAT3, LMO2, LDB1, and α-tubulin. (**B**) Cell lysates from SKOV3 cancer cells transfected with either non-target siRNA or si*LMO2*, cultured on TCP or polymer X on days 4 and 8, were immunoblotted with antibodies specific to JAK1, JAK2, GP130, p-STAT3, total STAT3, LMO2, LDB1, and α-tubulin. (**C**) Cell lysates from SKOV3 cancer cells transfected with either non-target siRNA or si*LDB1*, cultured on TCP or polymer X on days 4 and 8, were immunoblotted with antibodies specific to JAK1, JAK2, GP130, p-STAT3, total STAT3, LMO2, LDB1, and α-tubulin. (**D**) Image obtained by culturing STAT3 GFP-negative cell line transfected with either non-target siRNA or si*LMO2* andsi*LDB1*, cultured on polymer X for 8 days using IncuCyte system. Scale bar, 200 μm. The arrow means LMO2.

**Figure 4:**
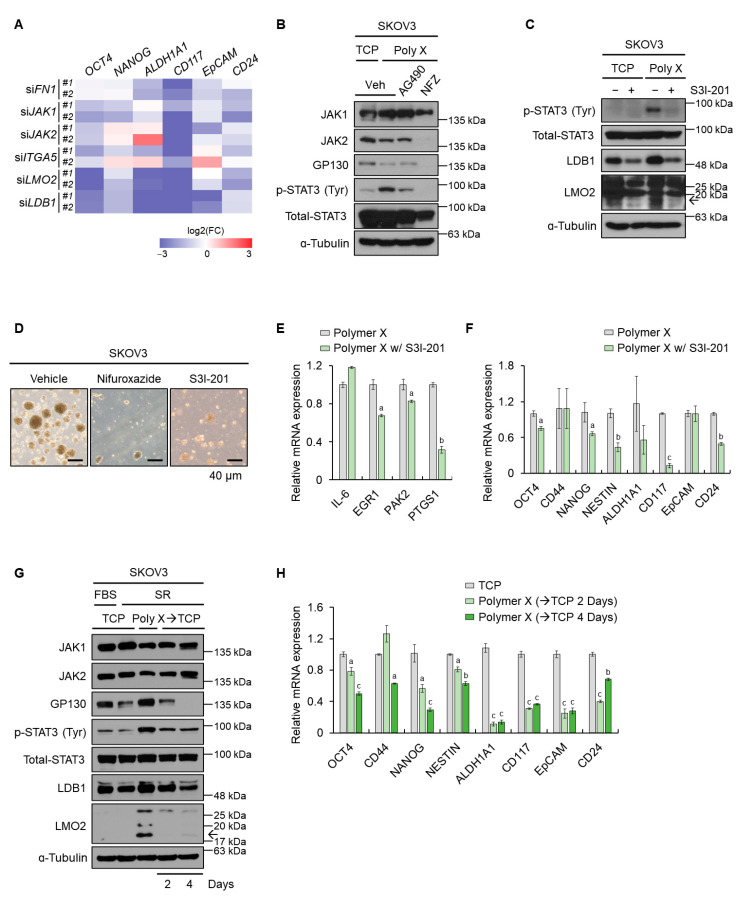
Polymer X induced-tumor spheroids acquired cancer stem-like properties via STAT3 signaling. (**A**) A heatmap showing the mRNA levels of stemness markers obtained by knocking down each gene as displayed and performing real-time PCR. (**B**) Cell lysates from SKOV3 cancer cells treated with the STAT3 inhibitors, AG490 and nifuroxazide (NFZ), cultured on TCP or polymer X were immunoblotted with antibodies specific to JAK1, JAK2, GP130, p-STAT3, total STAT3, and α-tubulin. (**C**) Cell lysates from SKOV3 cancer cells treated with the STAT3 inhibitor, S3I-201, cultured on TCP or polymer X were immunoblotted with antibodies specific to p-STAT3, total STAT3, LDB1, LMO2, and ɑ-tubulin. (**D**) Images of tumor spheroids cultured on polymer X while administering STAT3 inhibitors. Scale bar, 40 μm. (**E**) The mRNA levels of STAT3 target genes in SKOV3 cancer cells treated with S3I-201 or vehicle were determined by real-time PCR. Data are expressed as mean ± SEM. Two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). a: *p* < 0.05; b: *p* < 0.01.(**F**) The mRNA levels of each indicated gene in SKOV3 cancer cells treated with S3I-201 or vehicle were determined by real-time PCR. Data are expressed as mean ± SEM. Two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). a: *p* < 0.05; b: *p* < 0.01; and c: *p* < 0.001. (**G**) Cell lysates from SKOV3 cancer cells cultured on TCP and polymer X, and those cultured on polymer X and transferred to the TCP on days 2 and 4 were immunoblotted with antibodies specific to JAK1, JAK2, GP130, p-STAT3, total STAT3, LMO2, LDB1, and α-tubulin. (**H**) mRNA levels of each indicated gene in SKOV3 cancer cells cultured on TCP and polymer X, and those cultured on polymer X and transferred to the TCP on days 2 and 4 were determined by real-time PCR. Data are expressed as mean ± SEM. Two-tailed Student’s *t*-test was used to analyze the statistical significance between each group (*n* = 3 for each group). a: *p* < 0.05; b: *p* < 0.01; and c: *p* < 0.001. The arrow means LMO2.

**Figure 5:**
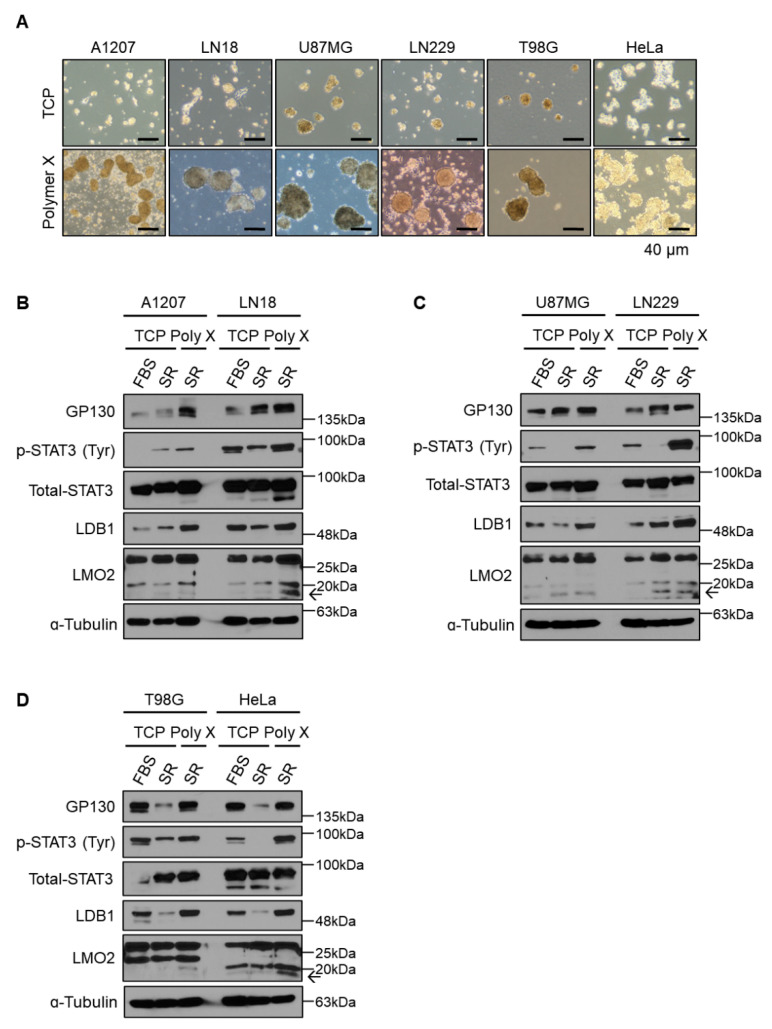
General application of polymer X using various cancer cell lines. (**A**) Images of tumor spheroids cultured in each indicated cell line on TCP or polymer X for 8 days. Scale bar, 40 μm. (**B**) Cell lysates from A1207 and LN18 GBM cells cultured on TCP or polymer X for 8 days were immunoblotted with antibodies specific to GP130, p-STAT3, total STAT3, LMO2, LDB1, and α-tubulin. (**C**) Cell lysates from U87MG and LN229 GBM cells cultured on TCP or polymer X for 8 days were immunoblotted with antibodies specific to GP130, p-STAT3, total STAT3, LMO2, LDB1, and α-tubulin. (**D**) Cell lysates from T98G GBM cells and HeLa cells cultured on TCP or polymer X for 8 days were immunoblotted with antibodies specific to GP130, p-STAT3, total STAT3, LMO2, LDB1, and ɑ-tubulin. The arrow means LMO2.

## Data Availability

RNA sequencing data are available at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) data repository with the accession code (GSE213872). Any other relevant data are available from the lead contact upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10112684/s1, Figure S1. Expression of GP130-JAK-STAT3 signaling proteins in the SKOV3 cells grown under polymer X, pV4D4, or TCP culture conditions supplemented with FBS or SR. Figure S2. Activation of STAT3 phosphorylation by JAK2 rather than JAK1 in the SKOV3 cells grown on polymer X. Figure S3. Expression of STAT3 signaling and LMO2/LDB1 proteins in the FN-, JAK2-, or Integrin ɑ5-depleted SKOV3 cells grown under polymer X or TCP culture conditions. Table S1. The sequences of siRNAs. Table S2. The list of primers for qRT-PCR amplification.

How the deposited data were processed for this re-analysis (not part of the article)

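RNA-seq of SKOV3 ovarian cancer cells was analysed in 4 libraries, 2 of cells on TCP (day 0 in the sample labels) and 2 of tumor spheroids on polymer X (day 8). The authors deposited FPKM values made with HOMER on the hg19 build, for each RefSeq transcript, from tags on exons of both strands, scaled to transcript length and to the tags of each library and rounded to 3 decimals. Their aligner, read trimming and HOMER version are not stated in the paper's text or the labels. The labels describe a directional library preparation, but the counting did not use strand. Coordinates are those of hg19 as the authors gave them.

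The values multiplied by transcript length fall on whole multiples of 1 step in each library, which gives the number of tags the authors scaled to, from 38402000 to 44917000. Between 96.7% and 98.5% of the low values used lay within 0.1 of a whole number of tags. Even numbers made up 53.4% to 59.0% of these, a higher share than in simulated libraries of single tags. If some tags were mates of a pair, counting errors taken from tags are too small. A group whose libraries all lay at or under 3 tags was treated as at the floor, which for a transcript of 2000 bases is an FPKM of 0.0334 to 0.0391. These limits cover counting error only.

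For each gene symbol, the transcript with the highest mean FPKM was used, and 10500 of the 19475 symbols had more than 1 transcript. Genes with an FPKM of at least 1 in at least 2 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and no replicate block. Genes were called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The paper's text names no criterion for its DEGs. Gene lists were tested with camera (preset correlation 0.01, with fry and an estimated correlation as alternatives), with Fisher's exact test on the genes called higher, and with preranked enrichment in fgsea 1.28.0 (10000 permutations of genes, weight 1). Of the 14 lists, 7 had an adjusted p under 0.05 with camera, 12 with fry and 0 with the estimated correlation, where 2 had an unadjusted p under 0.05. The last of these tests has little power at 2 libraries per condition. The lists were written out from general knowledge, without MSigDB or GO, so their members can differ from the sets the paper used. Of the 4 lists for Fig. 2A, that for interferon alpha/beta signaling names its genes and the others match symbols by family names.

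The text names every gene of a list of genes the paper names, the 5 genes with the largest change in each direction among the genes called, and the 5 called members with the largest change in each direction of the JAK-STAT3 signature and of each list for Fig. 2A. Changes were ranked on the scale of log2(FPKM + 1), and genes with low FPKM rank higher with a smaller pseudocount. Any other gene named was chosen after its values were seen. The 14 lists, the main settings and the alternatives were fixed before the data were examined. The alternatives were another pseudocount (0.1), no filter or a mean FPKM of at least 5, quantile normalization, scaling to a common median, the replicate number as a block, the sum of the transcripts of a gene, each library left out in turn, and other settings of each test. The procedure was tested on simulated data, that is, on tags drawn for the same genes with a log2 fold change of 1.5 in either direction in 200 of them. It called 195 of the 200 in the right direction and 0 of 11445 unchanged genes, of which 15 had an adjusted p under 0.05. The mean fitted log2 fold change of the genes raised by 1.5 was 1.34. A list of 60 other genes was also raised by 0.6 in the simulation. Of 100 unchanged lists, 0 had a camera p under 0.05. The simulated genes were drawn independently, and far fewer changed than in the data. The simulation thus does not show how the list tests behave when genes are correlated. GC content came from GENCODE transcripts of GRCh38 by RefSeq identifier or symbol, without coordinates. Plots were drawn with matplotlib 3.10.9.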

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

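The paper reports no values for hypoxia-inducible or cell cycle genes, although its Discussion mentions the cell cycle. The scalings were among the alternatives fixed before the data were examined. Their use as tests of the hypoxia and proliferation lists was chosen after the lists' changes were seen. The same holds for the tests of these lists on transcript length and GC content.

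Hypoxia-inducible genes were higher on polymer X than in the TCP control libraries. The median log2 fold change of the 32 tested genes was 1.57 (replicate SD 0.07, camera in limma, adjusted p = 1.7e-11 over 14 lists), 30 of them rose, and 18 were called higher and 0 lower. With the correlation between genes estimated from the 4 libraries, which leaves little power, the adjusted p was 0.336. Over the alternatives it ranged from 7.9e-14 to 0.336. A few genes taking most of the signal would shift all genes together, but with the libraries scaled to a common median the median of the list was 1.61. After the trend with transcript length and GC content was removed, it was 1.56. Both values argue against these as the whole cause. The substrate and the culture time, which the design changes together, and the medium, which is uncertain for TCP, remain open and untested. Low oxygen inside the spheroids was not measured.

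Cell cycle genes were lower on polymer X. The median log2 fold change of the 42 genes of the proliferation list was -2.08 (replicate SD 0.02, camera in limma, adjusted p = 7.1e-15 over 14 lists), and 42 of 42 fell, 41 of them past the threshold. With the estimated correlation, which leaves little power, the adjusted p was 0.174. Over the alternatives it ranged from 1.2e-18 to 0.174. Quantile normalization gave a median of -1.97, and removing the trend with transcript length and GC content gave -2.02, which argues against both as the whole cause. The substrate, the later day and the medium remain open here too and were not tested apart.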

How the results depend on the processing

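Leaving the interferon members out of the JAK-STAT3 signature was chosen after seeing the data. Each library left out in turn leaves 1 library in a condition, so these fits give values without a test, and no counts of genes or odds ratios. The number of genes called stayed within 1.5 times of 1285 higher and 1131 lower under the pseudocount of 0.1, no filter, both scalings, the block, the sum of the transcripts and no variance trend. It was 702 higher at a mean FPKM of at least 5, where fewer genes are tested and 42.2% of the calls were higher, against 53.2%. Without a fold change minimum, 4477 genes were higher and 5212 lower, and at a log2 fold change of at least 2, 281 and 150. Scaling moved the share of higher calls by at most 3.12 percentage points. Of the 2416 calls, 2342 were shared under median scaling and 1891 under quantile normalization.

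The normalized enrichment score of the JAK-STAT3 signature was positive under every alternative and lost its permutation p under 0.05 under 5 of them. It was 1.09 at a mean FPKM of at least 5, 1.23 under the replicate block, 1.23 when genes were ranked by log2 fold change, 1.37 by signal-to-noise ratio and 1.3 without the interferon members. Over the alternatives with a test, the permutation p ranged from 0.0030 to 0.308. The median log2 fold change of the signature was judged on an unadjusted camera p of 0.031 (adjusted over the 14 lists, 0.054). At a mean FPKM of at least 5 the median was 0.050, with an unadjusted p of 0.0997. It was 0.26 in the other alternatives that lost the threshold, with an unadjusted p of 0.051 under the block, 0.054 without the interferon members and 0.486 with the estimated correlation. The cause was not tested.

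With 2 libraries per condition, camera with the estimated correlation has little power. Even the proliferation list, of which 42 of 42 genes fell, had an adjusted p of 0.174 from it. A miss there thus does not show that a list is unchanged. With the correlation estimated from 4 libraries, the medians are unchanged by construction, and no list kept an adjusted p under 0.05. This concerned extracellular matrix (0.78), neuron projection guidance (0.62), inorganic cation transporters (0.33), interferon alpha/beta signaling (1.42), hypoxia (1.57), proliferation (-2.08) and STAT3 targets (0.48). Under the self-contained fry test, the Wnt (0.12), Hedgehog (0.37), TGF-beta (-0.25) and Notch (-0.46) lists passed the threshold. The NF-kappaB list, with 3 members called higher and 7 lower, did not (adjusted p = 0.056 from fry). A pass or a miss thus does not show how many members changed. The median need not give the direction either. The Wnt list, of which 5 genes rose and 3 fell, had a normalized enrichment score of -1.47 (permutation p = 0.069). The medians cover the genes that passed the filter on low values. With no filter they were smaller for the signature (0.13), extracellular matrix (0.10), neuron projection guidance (0.14) and inorganic cation transporters (0.026), which kept their side of the threshold. With no filter, STAT3 targets (0.36) and the odds ratio of inorganic cation transporters (1.22) no longer passed it. Nor did the odds ratios of that list (1.56) and of neuron projection guidance (3.36) at a log2 fold change of at least 2. The median of cholesterol biosynthesis changed sign with no filter (0.0014), quantile normalization (0.21) and median scaling (0.038). At a mean FPKM of at least 5, those of Wnt (-1.56) and NF-kappaB (-0.24) changed sign. The cause was not tested. Among single genes, judged on sign and adjusted p without the fold change minimum, 4 results changed. EGR1 (quantile normalization) and CD24 (no filter) lost significance, and SRC gained it under both scalings. Calls at the fold change minimum moved more. Among the genes the paper names, quantile normalization took POU5F1 (0.63), EPCAM (0.47), LMO2 (0.68), NES (0.90) and ITGB1 (-0.97) below an absolute log2 fold change of 1. It took CD44 (1.13), LDB1 (1.01) and KIT (-1.30) past it.

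Across the 4 fits that each left out 1 library, the normalized enrichment score ranged from 1.27 to 1.41 and the median of the signature from 0.22 to 0.27. The medians ranged from 0.76 to 0.79 for extracellular matrix, 0.58 to 0.61 for neuron projection guidance, 0.34 to 0.35 for inorganic cation transporters, 1.5 to 1.63 for hypoxia, -2.10 to -2.04 for proliferation, -0.043 to 0.033 for cholesterol biosynthesis, -0.50 to -0.41 for Notch, 0.47 to 0.55 for STAT3 targets and 0.066 to 0.17 for Wnt. Without polymer X replicate 2, cholesterol biosynthesis changed sign (0.033), and without each of the others it lay between -0.043 and -0.016. The median of Wnt fell from 0.12 to 0.078 without TCP replicate 2 and to 0.066 without polymer X replicate 1.

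With the replicate number as a block, 1285 genes were higher and 1131 lower, and the signature had a normalized enrichment score of 1.23 and a median of 0.26. The deviations of same-numbered libraries correlated at 0.093 across 11964 genes, so the libraries share a number and no pairing was assumed. Depth limits LGR5, SOX2, NANOG and PROM1, which had at most 6 tags in any library.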

Differences from the paper's values

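The paper's folds below come from its real-time PCR (Fig. 1C and Fig. 1H), read by eye, and the folds beside them are ratios of mean FPKM on polymer X over TCP, which carry no pseudocount. For POU5F1 (OCT4 in the paper), the paper shows about 1.3 in Fig. 1C, and the ratio was 4.00 (2.18 under quantile normalization). For ALDH1A1 the paper shows about 3.8, and the ratio was 2.15, from 6 tags in each TCP library and 14 and 11 on polymer X. For KIT (CD117 in the paper) the paper shows about 2.1, a rise, and the ratio was 0.321, a fall (0.150 under quantile normalization). For EPCAM the paper shows about 4.7, and the ratio was 9.98. It was 2.30 under quantile normalization, on the other side of the paper's value. In Fig. 1H the paper shows about 0.2 for IL6, a bar only a few pixels high, and the ratio was 0.0955. For EGR1 the paper shows about 6.9, a rise, and the ratio was 0.799, a fall (0.996 under quantile normalization). For PAK2 the paper shows about 1.2, and the ratio was 0.593. For PTGS1 the paper shows about 2.9, and the ratio was 10.4, in the same direction. None of the alternatives set before the data were examined closed any of these gaps (sum of the transcripts, quantile normalization, median scaling, each library left out), and for ALDH1A1 the scalings gave no value. The comparisons above are those that differed. CD44, with about 2.2 in Fig. 1C against a ratio of 1.75, was not counted as a difference. Nor was the normalized enrichment score of the signature, about 1.3 in Fig. 1F against 1.42 with the list written here.

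The paper reports higher expression of LGR5, SOX2 and NANOG on polymer X. In the RNA-seq libraries, LGR5 had 4 and 0 tags on TCP and 2 and 6 on polymer X. SOX2 had 0 on TCP and 2 in each polymer X library, and NANOG had 0 in all 4. A difference in these genes was not detectable at this depth.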

Other observations

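The test of YAP and TAZ targets and that of the removal of interferon members were chosen after the main results were seen. For the 26 genes the paper names, 21 were tested, and 20 had an adjusted p under 0.05, both over all genes and adjusted over the list alone. Of the genes of the fibronectin and LMO2-LDB1 axes, ITGA5 had a log2 fold change of 1.51 (standard error 0.06, adjusted p = 1.8e-08 from limma), LMO2 of 1.08 and LDB1 of 0.85. ITGB1, the partner of ITGA5 in the fibronectin receptor, fell by 1.33 on the log2 scale (adjusted p = 7.6e-08), from an FPKM of 330 ± 1.52 (SD, n = 2) to 130 ± 7.55 (SD, n = 2). PTK2, which encodes FAK, had a log2 fold change of 0.31 and SRC of 0.12 (adjusted p = 0.080). JAK1 had a log2 fold change of -0.99, JAK2 of -0.30 (adjusted p = 0.0059) and IL6ST, which encodes GP130, of -0.64. The scale of log2(FPKM + 1) understates the changes of JAK2 and LMO2, which had low FPKM, so these values do not rank the genes. The ratios of mean FPKM on polymer X over TCP were 0.494 for JAK1, 0.684 for JAK2 and 0.630 for IL6ST. They were 2.92 for ITGA5, 3.98 for LMO2 and 1.87 for LDB1. The paper measured integrin α5, LMO2, LDB1, JAK1, JAK2 and GP130 as proteins, and SRC in its phosphorylated form, which are different measures. Its text gives no protein level for integrin β1 or FAK. Among the stemness genes, CD44 had a log2 fold change of 0.80, NES of 1.15 and CD24 of 0.15. The CD24 value is uncertain, since its transcripts are placed on chromosome Y and near-identical copies lie elsewhere. PROM1 had 0 tags in 3 libraries and 2 in the other.

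Genes of the interferon list make up 10 of the 59 tested genes of the JAK-STAT3 signature, and a candidate explanation for the enrichment is that it came from them. Without them the normalized enrichment score was 1.3 (permutation p = 0.101). However, leaving out as many other members at random gave a p of 0.05 or more in 104 of 200 draws, and the score without the interferon members lay at percentile 24 of those draws. The median log2 fold change was 0.27 for the interferon members and 0.26 for the others. Whether the enrichment came from the interferon members cannot be told apart from the loss of any 10 members, since the full list itself lies close to the threshold.

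A hypothesis for the largest falls is lower activity of the transcriptional co-activators YAP and TAZ, since CTGF, CYR61, AXL, AMOTL2 and GADD45A were among the 25 genes that fell most on the scale of log2(FPKM + 1). A list of 22 targets was written from general knowledge after those falls were seen, and the 5 were set aside. The other 16 tested targets had a median log2 fold change of -0.61, at percentile 0.53 of 10000 random lists matched on mean expression, whose median was -0.06. This is consistent with the hypothesis, but 11 of the 16 fell, 4 were called lower, and 2 were called higher, IGFBP3 (3.32) and NT5E (1.13). The list holds genes that also respond to serum and to TGF-beta, and the substrate and the day changed together, with the medium of TCP uncertain.

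Over the genes called as a whole, the median log2 fold change of all tested genes was -0.06, and scaling moved the share of higher calls by at most 3.12 percentage points, which argues against a few genes taking most of the signal. The log2 fold change correlated with GC content at 0.208 and with transcript length at 0.033 across genes, which are not independent replicates. After this trend was removed, 82.0% of the 2414 calls with both values kept an absolute log2 fold change of at least 1, which argues against the trend as the whole cause. The median fell from 0.78 to 0.51 for the extracellular matrix list and from 0.62 to 0.33 for the neuron projection guidance list. It fell from 0.48 to 0.33 for STAT3 targets, and that of the NF-kappaB list changed sign, from 0.13 to -0.18. For the cholesterol biosynthesis list, written to look for the change from fetal bovine serum to serum replacement, the median log2 fold change was -0.0040 (adjusted p = 0.839 from camera), with 11 genes up and 12 down. For the pathways of the reporters in Fig. 1E, camera gave an adjusted p over the 14 lists of 0.032 for STAT3 targets, of which 14 of 19 rose and 5 are also in the signature. The enrichment score of that list, 1.34 when normalized, had a permutation p of 0.119 (0.166 after adjustment), and the adjusted camera p with the estimated correlation was 0.336. With the preset correlation, the adjusted camera p was 0.676 or more for the Wnt, Hedgehog, TGF-beta, Notch and NF-kappaB lists, and 4 of these 5 had an adjusted p under 0.05 with fry.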
